# Changes in Gene Expression in the Larval Gut of *Ostrinia nubilalis* in Response to *Bacillus thuringiensis* Cry1Ab Protoxin Ingestion

**DOI:** 10.3390/toxins6041274

**Published:** 2014-04-03

**Authors:** Jianxiu Yao, Lawrent L. Buschman, Nanyan Lu, Chitvan Khajuria, Kun Yan Zhu

**Keywords:** *Bacillus thuringiensis*, European corn borer, *Ostrinia nubilalis*, Cry1Ab protoxin, microarray, transcriptional response

## Abstract

We developed a microarray based on 2895 unique transcripts assembled from 15,000 cDNA sequences from the European corn borer (*Ostrinia* *nubilalis*) larval gut. This microarray was used to monitor gene expression in early third-instar larvae of *Bacillus thuringiensis* (Bt)-susceptible *O. nubilalis* after 6 h feeding on diet, with or without the Bt Cry1Ab protoxin. We identified 174 transcripts, for which the expression was changed more than two-fold in the gut of the larvae fed Cry1Ab protoxin (*p* < 0.05), representing 80 down-regulated and 94 up-regulated transcripts. Among 174 differentially expressed transcripts, 13 transcripts putatively encode proteins that are potentially involved in Bt toxicity, and these transcripts include eight serine proteases, three aminopeptidases, one alkaline phosphatase, and one cadherin. The expressions of trypsin-like protease and three aminopeptidase transcripts were variable, but two potential Bt-binding proteins, alkaline phosphatase and cadherin were consistently up-regulated in larvae fed Cry1Ab protoxin. The significantly up and down-regulated transcripts may be involved in Cry1Ab toxicity by activation, degradation, toxin binding, and other related cellular responses. This study is a preliminary survey of Cry1Ab protoxin-induced transcriptional responses in *O. nubilalis* gut and our results are expected to help with further studies on Bt toxin-insect interactions at the molecular level.

## 1. Introduction

The European corn borer, *Ostrinia nubilalis*, which primarily infests corn, is responsible for significant yield losses in North America [1]. In the United States alone, annual economic losses due to the direct damage and the costs of controlling this pest have been estimated to exceed $1 billion [2]. The insect-infested corn ears also experience substantial increases in mycotoxin contamination [3]. Transgenic corn hybrids, expressing Cry toxins encoded by genes derived from *Bacillus thuringiensis* (Bt), are one of the most successful technologies for controlling *O. nubilalis* under field conditions [4,5]. 

The mode of action of Bt toxins generally involves multiple steps, including: (1) solubilization of Bt crystals in insect midgut under certain pH conditions after ingestion; (2) activation of Bt protoxin to toxin by certain proteases (e.g., trypsins); (3) binding of activated toxin to a cadherin and/or a GPI-anchored protein (e.g., aminopeptidases, alkaline phosphatases); (4) insertion of the bound toxin oligomer into the lipid raft of the gut membrane to form pores; and (5) ultimately causing the gut cell to burst [6]. The binding of Bt toxin to cadherin has also been proposed to directly trigger intracellular signaling pathways involving stimulation of G proteins and adenylyl cyclase (AC), increasing cAMP levels, and activation of protein kinase A (PKA). The induction of AC and PKA results in cytological changes and cell blebbing, swelling, and lysis [7]. However, the signaling pathway model has been recently challenged by other scientists due to its poor support by experimental evidence [8]. Although the exact mode of action of Bt toxins has not been completely understood, it is clear that a number of genes expressed in insect gut are involved in Bt toxicity [6,8]. 

Cry toxins have been effective control agents with insecticidal specificity toward several insect pests in field, like *O. nubilalis* larvae. Therefore, these insects have the potential to develop resistance within a few generations if they are continuously exposed to Cry1Ab protoxin [9]. Even though there is no strong evidence related to field-evolved *O. nubilalis* resistance to Bt (Cry1Ab) corn, likely due to the implementation of high-dose/refuge resistance management strategies [10], reduced efficacy of Bt corn due to field-evolved resistance has been reported in some populations of other major corn pest species including *Busseola fusca* against Cry1Ab corn in South Africa, *P. gossypiella* against Cry1Ac cotton in India, *Diabrotica virgifera virgifera* against Cry3Bb corn, and *Spodoptera frugiperda* against Cry1F corn both in the United States [11]. Gassmann *et al.* [12] proposed that the insufficient planting of refuges and non-recessive inheritance of resistance may have contributed to resistance development in the field.

The mechanism of resistance to Bt toxin in insects is multifaceted, mirroring the complicated pore-formation mode of action involving multiple steps and gene products [8,13]. Our previous studies noted that transcript levels of several trypsin and trypsin-like protease genes were induced after the ingestion of Cry1Ab protoxin in larvae [14], and the activity of one soluble trypsin-like protease of a Dipel Bt-resistant strain of *O. nubilalis* was approximately half that of a susceptible strain [15]. The reduced trypsin-like activity was attributed to the reduced expression of *OnT23* in Bt-resistant *O. nubilalis* [16]. In *O. nubilalis*, Bt resistance has also been associated with decreased sensitivity or expression of Bt toxin-binding proteins, and increased expression of other intracellular defense proteins in the larval gut cells [7,9,17,18]. 

Microarray analysis is a widely used method to identify and analyze insect genes that are differentially expressed under specific conditions, such as insecticide exposures, microorganism infection, injury, *etc*. For example, microarrays have been used to identify gut gene expression responses of *Choristoneura* *fumiferana* under Bt Cry toxin exposure [19] and detoxification gene responses of *Anopheles gambiae* to insecticide exposure [20]. In order to provide a more comprehensive analysis, we developed a gut specific microarray for examining the transcriptional responses in Bt-susceptible *O. nubilalis* larvae after fed artificial diets containing Cry1Ab protoxin. Results from this research are expected to provide a platform for functional studies of toxin-insect interactions. 

## 2. Results and Discussion

### 2.1. Overview of Transcriptional Responses in O. nubilalis Larvae Fed Cry1Ab Protoxin

This study was to examine the transcriptional responses of the gut genes in *O. nubilalis* larvae fed Cry1Ab protoxin. 

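Gene expression was measured with a custom Agilent array for single-color detection in 6 samples, 3 from the control diet and 3 from the diet with 0.25 µg/mL of Cry1Ab protoxin, the precursor of the Bt crystal toxin. Each sample was the RNA of 5 pooled whole guts, dissected after 24 h of starvation and 6 h of feeding, and each was hybridized to 1 array, so that n = 3 pools per diet. The authors deposited the scanner output of each array, in which the Feature Extraction software had already subtracted the background and detrended the signal, and a table of their processed values. In that table the signals under 1 had been set to 1, and each array's values had been converted to log2 and shifted by a constant, which lay within 0.0011 of the log2 of its 75th percentile over the 13032 listed entries. The 75th percentile of the signal over the 12972 gut probes was 504, 407 and 522 for control replicates 1, 2 and 3, and 446, 388 and 325 for protoxin replicates 1, 2 and 3. The means, 478 ± 62.0 (SD, n = 3) and 386 ± 60.6 (SD, n = 3), gave p = 0.2 in a two-sided exact permutation test, which with 3 arrays per diet cannot give less than 0.1 and so does not show whether the signals were equal. Between 9859 and 10389 gut probes per array, 76.0 to 80.1%, were well above background by the scanner software's own criterion. No spot was saturated, and 29 to 54 outlier spots per array were left out. For the values given here, the processed signal of each array was scaled to a common 75th percentile, values under 1 were set to 1 after the scaling, and the log2 values were compared with limma. A probe was called when its Benjamini-Hochberg adjusted p was below 0.05 and its fold change was at least 2. The files number the probes and do not pair them with EST IDs. The unit in place of the transcript was therefore the overlap group, a set of probes linked by at least 20 identical bases, whose value was the mean over its probes. Of the 13 transcripts with RT-qPCR primers, 4 could be linked to probes by an exact match of 1 primer, which leaves open that a related transcript shares the primer site. The number of arrays, 3 per diet, limits the precision of every comparison.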

We used the third-instar larvae that had been starved for 24 h to ensure they immediately started feeding on the experimental diets. Although we used the artificial diet containing the protoxin at the LC_50_ concentration (0.25 µg/mL diet) to feed the larvae, the protoxin did not cause any visible effect on the larvae because this LC_50_ value was determined based on a seven-day bioassay whereas the feeding duration in this study was only six hours. We used a feeding period of six hours since the larvae had stopped their feeding after they ingested the diet containing Cry1Ab protoxin. The use of the six-hour feeding period was to ensure sufficient amounts of Cry1Ab protoxin ingested by the larvae but minimum effect of starvation on gene expression when treated larvae stopped feeding after they ingested Cry1Ab protoxin. As shown by van Munster *et al.* [21], the majority of the genes had altered transcriptional levels at five hours when they analyzed the dissected midgut of *C. fumiferana* larvae 15 min, 2 h, 5 h, and 24 h post Cry1Ab protoxin ingestion at a single sublethal concentration.

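With limma, 329 of the 12955 gut probes tested were called between the diets after Benjamini-Hochberg adjustment. The lowest adjusted p from limma was 0.0219, and 1005 probes passed the fold change threshold with an unadjusted p below 0.05. The called probes belonged to 195 overlap groups. Of the 329 probes, 304 were well above background on at least 1 array of each diet, 11 were above it on protoxin arrays alone, 8 on control arrays alone, and 6 on no array, so that these 6 have no measured fold change. The count depended on the blocks in the fit and on single pools. With the first number of each sample label as a block, limma called 63 probes. With the replicate number or the second label number as a block it called 0, against 989 and 1064 at an unadjusted p below 0.05. Every block leaves fewer degrees of freedom to estimate the spread, so these falls do not by themselves show a batch effect. Leaving out control replicates 1, 2 and 3 in turn gave 126, 43 and 87 called probes, and leaving out protoxin replicates 1 and 2 gave 5 and 4. Without protoxin replicate 3, one of the alternatives that moved the count furthest down, limma called 0 probes, although 1001 probes still had an unadjusted p below 0.05 and a fold change of at least 2. On simulated arrays with 200 changed probes, the same fit recovered 165 of them, or 82.5%, and called 6 unchanged probes. All simulated changes were larger than the fold change threshold, and 104 of the 200 were at least 8-fold, of which 97 were recovered. Noise was drawn independently for each probe. The share recovered is therefore not that for changes near 2-fold.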

By using the Agilent custom microarray that contained 12,297 probes representing 2895 unique transcripts from the gut of *O. nubilalis* larvae, we identified 758 probes representing174 transcripts as differentially expressed in the larvae fed diet containing Cry1Ab protoxin (*p* < 0.05, expression ratio or fold change ≥2 fold [22]. These transcripts represent 80 down-regulated and 94 up-regulated genes (Figure 1). Among these 174 differentially expressed transcripts, 119 had BLAST results (*E*-value < 1.0e−3) (Table 1), whereas 56 did not after running global BLAST and CDS (conserved domain search) searches in the National Center for Biotechnology Information (NCBI) (Supplementary Table S1). This analysis was limited to those transcripts/proteins that are functionally-annotated in the database. 

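Of the 329 called probes, 182 were higher on the protoxin diet and 147 were lower. Over the 5161 overlap groups tested by limma, 222 were called, of which 107 were higher on the protoxin diet and 115 were lower. Of the 222 groups, 210 were above background in both diets, 6 on protoxin arrays alone, 5 on control arrays alone, and 1 on no array. In 136 of these groups there was a single probe. In the remaining 86 groups all probes changed in the same direction, and the median range of their log2 fold changes within a group was 0.15. The 3 protoxin pools lay apart from the 3 control pools in 1497 of all 5169 overlap groups, or 29.0%. For 1 group chance alone gives 10%, but the groups vary together across the arrays. The share in other splits of the arrays was not calculated, so these values do not show an excess over chance. Leaving out control replicates 1, 2 and 3 in turn gave 107, 145 and 171 called groups, and leaving out protoxin replicates 1, 2 and 3 gave 37, 23 and 101. Without a shift between arrays, 171 groups were called and 147 of these were lower. The paper applied its thresholds to the probes, counted the transcripts that the probes represent, and divided these by the sign of their fold change into up-regulated and down-regulated genes.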

Only 68% of the 174 gut transcripts that were differentially expressed in response to the ingestion of Cry1Ab1 protoxin had homolog descriptions in the database.

**Figure 1:**
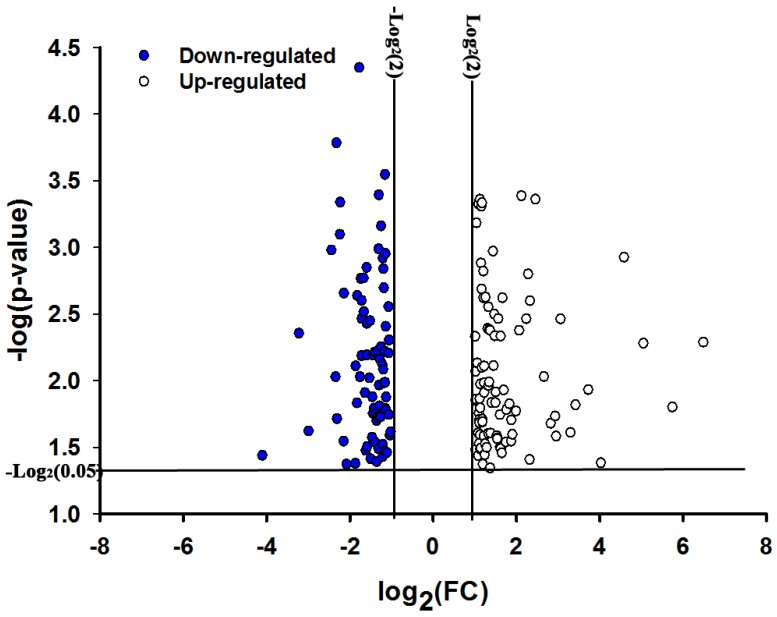
Transcript expression profiles from the gut of *O. nubilalis* larvae fed Cry1Ab protoxin. The transcriptional responses were compared between the larvae fed a diet containing Cry1Ab protoxin (treatment) and larvae fed a normal diet (control) by using one-way ANOVA (*p* < 0.05) and the Benjamini-Hochberg multiple testing correction (*q* < 0.05). Finally, 174 transcripts were identified as differentially expressed based on the cutoff of the fold change (FC) at ≥2.0. The *p*-value and fold change of each transcript was transformed to negative log and log_2_ scale, respectively, in the plot. The solid data points represent down-regulated gut transcripts (total 80) and clear data points represent up-regulated transcripts (total 94).

Among the 119 transcripts with BLAST hits, 14 were potentially involved in Bt toxin solubilization, activation, degradation; five were involved in Bt toxin binding; three were involved in signal transduction; seven served as transporters; five appeared to be transcription factors and might influence gene expression; 49 were involved in diverse metabolic processes including xenobiotic, amino acid, carbohydrate, lipid, and chitin metabolisms; three were related to anti-bacterial proteins; and the remaining 23 were involved in other diverse functions (Table 1). Among the 49 transcripts related to various metabolisms, approximately 81% were down-regulated, probably caused by the reduced food uptake due to the ingestion of Cry1Ab protoxin. Eleven transcripts potentially involved in carbohydrate metabolic pathways, including one α-amylase, two enolases, one glucose phosphate dehydrogenase, one glycoside hydrolase, one hydroxybutyrate dehydrogenase, and five glucosyltransferases, were down-regulated. Similarly, seven transcripts involved in lipid metabolic pathways, such as alkaline ceramidase-like enzyme, lipase, and desaturase, were also down-regulated.

**Table 1:** Summary of 119 significantly differentially expressed (fold change ≥2.0 and *p* < 0.05) transcripts with BLAST results from *O. nubilalis* larvae in response to the ingestion of Cry1Ab protoxin.

EST ID	NCBI EST database ID	Gene Homologs	Homolog GenBank Accession No.	Fold Change ± SE *
**Bt toxin solubilization, activation, degradation or sequestration**				
contig [0243]	GH998064.1	trypsin precursor	AFM77760.1	−2.69 ± 0.29
contig [0389]	GH998056.1	serine protease	AFM77769.1	8.39 ± 0.02
contig [0770]	GH997442.1	trypsin-like serine protease	AFM77762.1	3.16 ± 0.14
contig [1207]	GH997507.1	serine protease	AFM77770.1	7.67 ± 0.26
contig [3704]	GH999118.1	trypsin-like serine protease	AFM77754.1	6.36 ± 0.04
contig [4768]	GH998250.1	trypsin-like serine protease	AFM77753.1	10.75 ± 0.12
contig [5740]	GH999046.1	chymotrypsin-2 (chymotrypsin ii)	AFM77774.1	3.26 ± 0.19
ECB-C-18_B11	GH994018.1	silk gland derived serine protease	AAR98920.2	−2.63 ± 0.04
contig [0115]	GH997328.1	esterase FE4-like (*Bombyx mori*)	XP_004924612.1	3.69 ± 0.13
contig [3820]	GH999448.1	carboxylesterase (*Helicoverpa armigera*)	ADE05548.1	−2.21 ± 0.12
J-ECB-07_G03	GH991809.1	carboxylesterase (*Loxostege sticticalis*)	ACA50924.1	3.58 ± 0.06
J-ECB-09_D02	GH992373.1	carboxylesterase (*Spodoptera litura*)	AEJ38204.1	−3.31 ± 0.22
ECB-17_F12	GH998536.1	carboxylesterase (*Helicoverpa armigera*)	ADD97156.1	3.99 ± 0.06
ECB-27_F04	GH999378.1	carboxyl/cholinesterase 4A (*Bombyx mori*)	NP_001116814.1	−2.83 ± 0.11
**Potential Bt toxin binding partners**				
J-ECB-25_B09	GH990771.1	cadherin-like protein	ACK37450.1	2.85 ± 0.20
ECB-V-05_D12	GH994582.1	aminopeptidase n3	AEO12689.1	−2.55 ± 0.23
contig [4776]	GH998970.1	aminopeptidase n2	ACJ64828.1	2.17 ± 0.09
contig [4879]	GH997475.1	aminopeptidase n8	ACV04931.1	−2.31 ± 0.12
contig [5858]	GH998639.1	membrane-bound alkaline phosphatase (*Ostrinia furnacalis*)	AEM43806.1	2.23 ± 0.06
**Signal transduction**				
contig [0492]	GH998299.1	caspase-4 (*Lymantria* *monacha*)	AEK20829.1	2.36 ± 0.03
ECB-10_C01	GH997883.1	pyridoxal kinase (*Bombyx* *mori*)	NP_001037440.1	−2.99 ± 0.10
contig [5143]	GH995296.1	ctl2 antioxidant enzyme (*Aedes* *aegypti*)	XP_001661235.1	2.32 ± 0.04
**Transporter**				
contig [0814]	GH998546.1	sodium-bile acid cotransporter (*Danaus plexippus*)	EHJ73754.1	−5.03 ± 0.05
contig [1314]	GH993616.1	potassium coupled amino acid transporter (*Manduca* *sexta*)	AAF18560.1	−4.68 ± 0.16
contig [4763]	GH998142.1	sodium-bile acid cotransporter (*Aedes* *aegypti*)	XP_001662576.1	−4.39 ± 0.10
contig [5743]	GH993678.1	amino acid transporter (*Bombyx* *mori*)	NP_001124343.1	−5.40 ± 0.13
ECB-21_C09	GH998857.1	sugar transporter (*Danaus plexippus*)	EHJ73890.1	−2.46 ± 0.10
J-ECB-39_E12	GH992066.1	sugar transporter (*Culex* *quinquefasciatus*)	XP_001862938.1	−2.65 ± 0.25
J-ECB-55_E04	GH988996.1	monocarboxylate transporter (*Bombyx mori*)	XP_004927805.1	−3.40 ± 0.10
**Transcription factor and gene expression**				
contig [3833]	GH993952.1	DNA-binding nuclear protein p8 (*Simulium* *guianense*)	ACH56888.1	4.89 ± 0.09
contig [4800]	GH998367.1	endonuclease-reverse transcriptase (*Bombyx* *mori*)	ADI61826.1	2.49 ± 0.04
ECB-V-26_F03	GH996285.1	histone H3.2-like (*Meleagris* *gallopavo*)	XP_003202254.1	−2.04 ± 0.02
contig [3869]	GH997175.1	cellular repressor of E1A-stimulated genes 1 (*Tribolium* *castaneum*)	XP_972946.1	−3.16 ± 0.06
contig [5038]	GH991382.1	MluI cell cycle box (MCB) Binding Factor 2 (*Samia* *cynthia*)	BAA34219.1	2.41 ± 0.11
**Metabolism**				
**Xenobiotics metabolism**				
contig [0004]	GH992504.1	glutathione *S*-transferase (*Choristoneura* *fumiferana*)	AAF23078.1	−3.53 ± 0.45
contig [2246]	GH991501.1	glutathione *S*-transferase 16 (*Helicoverpa* *armigera*)	ACU09495.1	−2.59 ± 0.57
contig [0012]	GH987677.1	microsomal glutathione transferase (*Heliothis* *virescens*)	ADH16761.1	−2.19 ± 0.13
ECB-C-03_D08	GH992802.1	cytochrome P450 monooxygenase cyp6ab4 (*Bombyx* *mandarina*)	NP_001073135.1	−2.70 ± 0.08
contig [5080]	GH996933.1	cytochrome P450 monooxygenase cyp4m5(*Bombyx* *mori*)	NP_001103833.1	2.81 ± 0.11
J-ECB-21_A02	GH988690.1	aliphatic nitrilase (*Bombyx* *mori*)	NP_001165388.1	−2.43 ± 0.43
**Lipid metabolism**				
J-ECB-35_D11	GH990122.1	alkaline ceramidase-like isoform 1 (*Bombus* *terrestris*)	XP_003393007.1	−3.09 ± 0.37
contig [0029]	GH998728.1	acidic lipase (*Helicoverpa armigera*)	AFI64313.1	−2.08 ± 0.04
contig [0140]	GH998810.1	neutral lipase (*Helicoverpa armigera*)	AFI64310.1	−4.47 ± 0.11
contig [1081]	GH998825.1	neutral lipase (*Helicoverpa armigera*)	AFI64314.1	−2.58 ± 0.05
**Lipid metabolism**				
contig [1486]	GH997709.1	C-5 sterol desaturase erg32-like (*Bombyx mori*)	XP_004922936.1	−4.96 ± 0.13
contig [1897]	GH997709.1	C-5 sterol desaturase-like (*Acyrthosiphon* *pisum*)	XP_001947459.1	−4.48 ± 0.02
J-ECB-11_B07	GH988922.1	fatty acid-binding protein, muscle-like isoform 2 (*Nasonia vitripennis*)	XP_001608053.1	−2.47 ± 0.10
**Carbohydrate metabolism**				
contig [4242]	GH998158.1	alpha-amylase 2 (*Diatraea* *saccharalis*)	AAP97393.1	−2.21 ± 0.03
contig [4425]	GH988573.1	enolase (*Antheraea* *pernyi*)	ADO40102.1	−2.36 ± 0.25
ECB-V-12_H04	GH995176.1	enolase (*Spodoptera litura*)	AGQ53952.1	−2.26 ± 0.02
ECB-28_F02	GH999466.1	glucose phosphate dehydrogenase (*Axia* *margarita*)	ADW85328.1	−3.05 ± 0.27
contig [5232]	GH987506.1	glycoside hydrolases (*Aedes* *aegypti*)	XP_001659854.1	−2.31 ± 0.04
contig [4123]	GH990084.1	glucose and ribitol dehydrogenase-like (*Bombyx mori*)	XP_004922759.1	−2.28 ± 0.10
ECB-V-05_G12	GH994609.1	UDP-glycosyltransferase UGT33J1 (*Helicoverpa armigera*)	AEW43118.1	−2.27 ± 0.07
ECB-V-08_G03	GH994852.1	UDP-glycosyltransferase UGT33F1 (*Helicoverpa armigera*)	AEW43115.1	−2.25 ± 0.07
ECB-12_E11	GH998082.1	UDP-glycosyltransferase UGT40K1 (*Bombyx mori*)	AEW43171.1	−3.62 ± 0.27
ECB-V-19_F07	GH995711.1	glycosyltransferase 2 (*Chilo suppressalis*)	AGG36457.1	−2.42 ± 0.02
ECB-V-22_H08	GH995978.1	UDP-glycosyltransferase UGT40K1 (*Bombyx mori*)	AEW43171.1	−2.80 ± 0.07
**Amino acid metabolism**				
contig [4515]	GH987646.1	gamma-glutamyl hydrolase A-like (*Bombyx mori*)	XP_004931467.1	−2.50 ± 0.03
J-ECB-24_G10	GH990570.1	methyltransferase (*Mesobuthus* *caucasicus*)	CAE53466.1	2.14 ± 0.03
contig [5690]	GH988024.1	farnesoic acid O-methyltransferase (*Bombyx mori*)	AGS17914.1	2.92 ± 0.07
contig [1237]	GH989714.1	farnesoic acid O-methyltransferase (*Bombyx mori*)	AGS17915.1	2.90 ± 0.05
J-ECB-30_A09	GH987906.1	farnesoic acid O-methyltransferase (*Bombyx mori*)	AGS17914.1	2.91 ± 0.08
contig [5679]	GH988679.1	phosphoserine aminotransferase (*Antheraea* *pernyi*)	ADO79970.1	−2.18 ± 0.08
ECB-09_B04	GH997795.1	asparagine synthetase (*Bombyx* *mori*)	NP_001037414.1	−2.38 ± 0.29
**Gut chitin metabolism**				
contig [0188]	GH997506.1	chitinase (*Ostrinia nubilalis*)chtinase 8 (*Drosophila* *melanogaster*)	ADB85578.1	−2.74 ± 0.23
ECB-V-28_H03	GH996480.1	chitin synthase (*Ostrinia furnacalis*)	ABB97082.1	2.16 ± 0.02
ECB-C-05_D05	GH992955.1	glucosamine-fructose-6-phosphate aminotransferase 2 (*Culex quinquefasciatus*)	XP_001848160.1	−2.02 ± 0.01
**Other metabolic enzymes**				
contig [0077]	GH998660.1	caboxypeptidase 4 (*Mamestra configurata*)	ACN69214.1	−2.25 ± 0.04
contig [0009]	GH992549.1	carboxypeptidase (*Bombyx mori*)	AFD99126.1	−2.19 ± 0.05
contig [0019]	GH998697.1	plasma glutamate carboxypeptidase, partial (*Spodoptera exigua*)	AFM38216.1	−3.16 ± 0.19
J-ECB-33_G12	GH989302.1	juvenile hormone epoxide hydrolase-like protein 1 (*Bombyx mori*)	NP_001159617.1	−3.00 ± 0.06
contig [0557]	GH998460.1	juvenile hormone epoxide hydrolase (*Spodoptera exigua*)	ABD85119.1	−2.17 ± 0.02
contig [1953]	GH997798.1	NADP-dependent oxidoreductase (*Bombyx* *mori*)	NP_001091765.1	−3.27 ± 0.09
contig [3531]	GH995654.1	aldo-keto reductase (*Aedes* *aegypti*)	XP_001648461.1	−2.23 ± 0.03
contig [4521]	GH989023.1	aldo-keto reductase (*Bombyx* *mori*)	ADQ89807.1	−4.40 ± 0.60
J-ECB-37_E05	GH991174.1	oxidoreductase (*Acromyrmex* *echinatior*)	EGI66780.1	−2.37 ± 0.05
contig [4410]	GH994481.1	methionine-R-sulfoxide reductase B1-like isoform X2 (*Bombyx mori*)	XP_004924661.1	−2.46 ± 0.03
contig [3814]	GH994966.1	alcohol dehydrogenase (*Bombyx mori*)	ADM32152.1	−2.07 ± 0.03
gi_133906638	EL929475.1	retinol dehydrogenase 11-like (Bombyx mori)	XP_004926801.1	−3.61 ± 0.62
contig [5542]	GH997904.1	acetyltransferase 1 (*Danaus plexippus*)	EHJ65205.1	−2.98 ± 0.27
J-ECB-39_F07	GH992097.1	cytidylate kinase (*Bombyx* *mori*)	NP_001040356.1	−2.73 ± 0.06
BM2_M13R_B12	GH992538.1	estradiol 17-beta-dehydrogenase 8-like isoform X1 (*Bombyx mori*)	XP_004928638.1	−2.09 ± 0.07
**Anti-bacterial related protein**				
J-ECB-60_D07	GH987186.1	antibacterial protein (*Heliothis* *virescens*)	ACI02333.1	2.84 ± 0.07
gi_133905829	EL928679.1	hinnavin II antibacterial peptides (*Pieris* *rapae*)	AAT94287.1	7.13 ± 0.22
contig [2223]	GH996406.1	peptidoglycan recognition protein C (*Ostrinia nubilalis*)	ADU33186.1	5.04 ± 0.07
**Others**				
contig [0347]	GH987380.1	fatty acid binding protein 1 (*Manduca sexta*)	P31416.1	6.89 ± 0.35
ECB-V-18_A08	GH995588.1	Fatty acid-binding protein 2 (*Danaus plexippus*)	EHJ79280.1	−4.19 ± 0.32
contig [0028]	GH999333.1	cytochrome b5 (*Helicoverpa armigera*)	ADU02195.1	−2.70 ± 0.41
contig [2048]	GH994666.1	cytochrome b561 domain-containing protein 2-like (*Bombyx mori*)	XP_004933387.1	2.26 ± 0.03
contig [4527]	GH989618.1	cytochrome b561 domain-containing protein 1-like (Bombyx mori)	XP_004928254.1	−7.89 ± 0.34
ECB-11_E06	GH997996.1	peroxisomal membrane protein 11C-like (*Bombyx mori*)	XP_004925254.1	−3.51 ± 0.23
gi_133907290	EL930112.1	interferon-induced very large GTPase 1-like (*Danio rerio*)	XP_005163746.1	4.37 ± 0.27
contig [0566]	GH993617.1	fatty acid binding protein (*Spodoptera litura*)	AEH16743.1	−2.17 ± 0.03
contig [1640]	GH991677.1	fatty acid-binding protein, adipocyte-like (*Bombyx mori*)	XP_004930401.1	−2.99 ± 0.14
contig [2896]	GH987914.1	lipid storage droplet protein 2 (*Manduca sexta*)	AEJ33049.1	2.28 ± 0.10
contig [0407]	GH997662.1	sensory appendage protein 3 (*Manduca* *sexta*)	AAF16707.1	−17.04 ± 3.80
J-ECB-08_B02	GH991953.1	putative chemosensory protein (*Sesamia inferens*)	AGY49266.1	−9.26 ± 0.49
ECB-19_G03	GH998716.1	nose resistant to fluoxetine protein 6-like (*Bombyx mori*)	XP_004929562.1	2.75 ± 0.01
ECB-V-07_D03	GH994735.1	serine-rich adhesin for platelets-like (*Ceratitis capitata*)	XP_004536543.1	2.66 ± 0.05
contig [5724]	EL928855.1	silk protein P25 (*Corcyra cephalonica*)	ACX50393.1	33.34 ± 1.92
contig [4952]	GH988655.1	fibroin light chain (*Haritalodes derogata*)	AFS32690.1	53.91 ± 1.63
ECB-02_H03	GH997311.1	saposin-like protein (*Bombyx mori*)	ADU03994.1	−2.55 ± 0.35
contig [5293]	GH997917.1	trypsin inhibitor (*Bombyx* *mori*)	NP_001037044.1	90.23 ± 1.47
contig [5386]	GH996141.1	leukocyte surface antigen CD53-like isoform X5 (*Bombyx mori*)	XP_004926002.1	2.33 ± 0.06
ECB-C-04_H06	GH992916.1	tetraspanin D107 (*Plutella xylostella*)	BAD52262.1	2.25 ± 0.03
contig [5414]	GH997359.1	polyubiquitin-C-like isoform X1 (*Musca domestica*)	XP_005179902.1	2.74 ± 0.09
contig [1085]	GH992931.1	larvae cuticle protein (*Choristoneura fumiferana*)	AFC88812.1	−4.92 ± 0.36
J-ECB-12_F09	GH989631.1	globin 1 (*Bombyx mori*)	NP_001136083.1	−2.54 ± 0.40
J-ECB-29_G03	GH992468.1	IST1 homolog (*Bombyx mori*)	XP_004931988.1	2.18 ± 0.07
J-ECB-32_D06	GH988574.1	tetratricopeptide repeat protein 27-like (*Bombyx mori*)	XP_004930370.1	−2.44 ± 0.01
J-ECB-47_A02	GH990851.1	hepatocyte growth factor-regulated tyrosine kinase substrate-like (*Bombyx mori*)	XP_004932480.1	3.09 ± 0.62
**Others**				
gi_133905779	EL928629.1	pantetheinase (*Mamestra configurata*)	AEA76314.1	−3.36 ± 0.13
ECB-19_B09	GH998666.1	vanin-like protein 2-like (*Bombyx mori*)	XP_004928912.1	2.56 ± 0.03
J-ECB-14_H06	GH990255.1	circadian clock-controlled protein (*Harpegnathos saltator*)	EFN85083.1	2.27 ± 0.10
ECB-V-26_F03	GH996285.1	Histone H3c (*Culex quinquefasciatus*)	XP_001862696.1	−2.04 ± 0.02
J-ECB-07_A03	GH991471.1	circadian clock-controlled protein-like (*Bombyx mori*)	XP_004932669.1	5.02 ± 0.46
J-ECB-39_H09	GH992207.1	extracellular domains-containing protein CG31004-like isoform X2 (*Bombyx mori*)	XP_004925419.1	2.15 ± 0.02
ECB-V-25_C10	GH996179.1	conserved hypothetical protein (*Culex quinquefasciatus*)	XP_001845252.1	2.29 ± 0.08

* The fold change and its standard errors (SE) were calculated based on five probes of the same transcript in the *O. nubilalis* larvae fed the artificial diet containing Cry1Ab protoxin and in the control larvae fed artificial diet without the protoxin. The symbol “−” before the fold change indicates down regulation of the transcript in the gut of *O. nubilalis* larvae fed on Cry1Ab protoxin. The values of the fold change in the last column are bolded if they are >10-fold.

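Probes of 1 transcript read the same RNA, and 3 pools per diet read the variation between groups of larvae. Both spreads were calculated for the 723 overlap groups that had 5 probes, all well above background on all 6 arrays. The SE of the log2 fold change over the 5 probes had a median of 0.0258. The SE over the 3 control and 3 protoxin pools had a median of 0.213. The SE between pools was larger than the SE between probes in 720 of the 723 groups, or 99.6%, and the median ratio was 8.20, with quartiles of 4.95 and 14.1. Of the 5985 probes in groups of 5, 84.2% shared at least 50 of their 60 bases with another probe of the group.

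**Figure D1:**
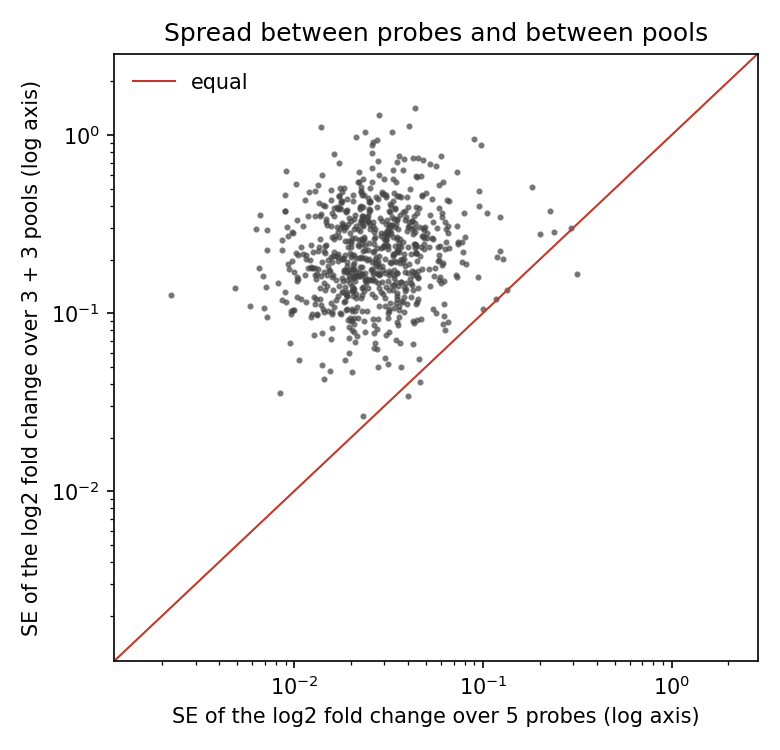
Standard errors of the log2 fold change between diets for 723 overlap groups of 5 probes, with the SE over the 5 probes on the horizontal axis and the SE over 3 control and 3 protoxin pools on the vertical axis, both on log axes. Each point is 1 group and the line marks equal values, with 720 groups above it.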

### 2.2. Transcriptional Responses of Genes Potentially Involved in Protoxin Activation or Degradation

When a Cry protoxin is ingested by insects, it is cleaved by proteases in the gut to yield an active toxin [23,24]. This produces an activated toxin monomer that can interact with the insect gut receptors. Thus, Bt protoxin activation or degradation are primary factors influencing protoxin Bt toxicity after ingestion [25,26,27]. In this study, we found that serine proteases constituted the most abundant group of transcripts (8) that were differentially expressed when *O. nubilalis* larvae were fed Cry1Ab protoxin (Table 1). These include five trypsin and trypsin-like transcripts (contig [4768], contig [0389], contig [1207], contig [0243, and ECB-C-18_B11) and three chymotrypsin and chymotrypsin-like transcripts (contig [3704], contig [5740], and contig [0770]), in which three trypsins and three chymotrypsins were up-regulated. 

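The transcript ECB-C-18_B11, whose homolog is a silk gland derived serine protease, was linked by its RT-qPCR primer to 4 probes, ECB_Gut 7513 to ECB_Gut 7516, whose sequences start 1 base apart. Its scaled signal was 9.65 ± 0.19 log2 (SD, n = 3 pools) on the control diet and 8.35 ± 0.32 log2 (SD, n = 3) on the protoxin diet. The log2 fold change was -1.30 (SE 0.22, adjusted p = 0.0224 from limma), past both thresholds. Each of the 3 protoxin pools was below each of the 3 control pools (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The 4 probes gave log2 fold changes between -1.28 and -1.31. The direction was kept in every alternative run, with log2 fold changes from -1.61 to -1.04. The call was lost in 11 of 25 alternatives. Among them were the fits without control replicate 1 (-1.23), control replicate 2 (-1.27), protoxin replicate 1 (-1.25) or protoxin replicate 2 (-1.18). It was also lost with a block for the replicate number (adjusted p = 0.0909 from limma). With a block for the first or second number of the sample label, the adjusted p from limma was 0.0606 or 0.0574. The primer match does not exclude a related transcript with the same site.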

One trypsin-like protease transcript (contig [4768]) showed >10-fold up-regulation based on the microarray data. This transcript may be directly involved in proteolytic activation of Cry1Ab protoxin to toxin after protoxin ingestion [26]. Interestingly, we also found that one trypsin inhibitor transcript (contig [5293]) was up-regulated by 90-fold based on the microarray data. This trypsin inhibitor gene may be involved in insect defense against Cry1Ab intoxication by inhibiting proteolytic activation of protoxin to toxin. The transcriptional changes of chymotrypsin (contig [3704], contig [5740], contig [0770]) and trypsin (contig [4768], contig [0389], contig [1207], contig [0243], and ECB-C-18_B11) transcripts were also validated by reverse transcription quantitative PCR (RT-qPCR), in which most transcript change ratios are consistent with microarray data, except for one trypsin transcript (contig [0243]) (Figure 2). These serine proteases could potentially be involved in the proteolysis of Cry1Ab protoxin either for activation or degradation of the protoxin. 

Li *et al.* [16] reported that the larvae of the KS-SC Dipel Bt-resistant strain of *O. nubilalis* had relatively lower trypsin activity than the susceptible strain. One trypsin transcript (OnTry23) was expressed at lower levels in the resistant strain relative to a susceptible strain, but another transcript (OnTry25) was not significantly different for the two strains. This implies that OnTry23 may be involved in resistance to Dipel Cry protoxins by decreasing protoxin activation in resistant strains of *O. nubilalis*. In a resistant strain of *Plodia interpunctella*, the lack of a major gut protease activity, PiT2 (accession No: AF064525), was responsible for about 90% of the resistance to Cry1Ab protoxin in a *B. thuringiensis* subsp. *entomocidus*-resistant colony [26,27]. Our previous studies showed that OnTry5 (contig [4786]), OnTry6 (contig [3704]), and OnTry14 (contig [0770]) shared 78, 69, and 68% amino acid sequence identities, respectively, with PiT2, and were clustered with PiT2 in phylogenetic analysis [14]. Thus, the relatively high similarity of these *O. nubilalis* trypsin transcripts with PiT2 suggests they may have a similar role in protoxin activation in *O. nubilalis*.

In lepidopteran larval gut, trypsins appear to function mainly in Bt protoxin activation, whereas chymotrypsins appear to be more important in toxin degradation [25]. 

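The paper's text groups contig [0770] with the chymotrypsins in some places and names it among the trypsin transcripts in another. Its tables and the caption of its RT-qPCR figure list it as a trypsin or trypsin-like serine protease. This transcript was linked by its RT-qPCR primer to the probe ECB_Gut 1167, which shares 30 bases with ECB_Gut 1166. The mean of both probes was 7.65 ± 0.52 log2 (SD, n = 3 pools) on the control diet and 8.60 ± 0.13 log2 (SD, n = 3) on the protoxin diet. The log2 fold change was 0.96 (SE 0.28, adjusted p = 0.103 from limma), which passed neither threshold. It was higher in all 3 protoxin pools than in any control pool. The 2 probes differed, with a log2 fold change of 0.30 (SE 0.23) for ECB_Gut 1167, which holds the primer site, and 1.61 (SE 0.42) for ECB_Gut 1166. Neither was called, with adjusted p of 0.511 and 0.105 from limma. In none of the 25 alternatives was the transcript called, with log2 fold changes from 0.61 to 1.51.

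**Figure D2:**
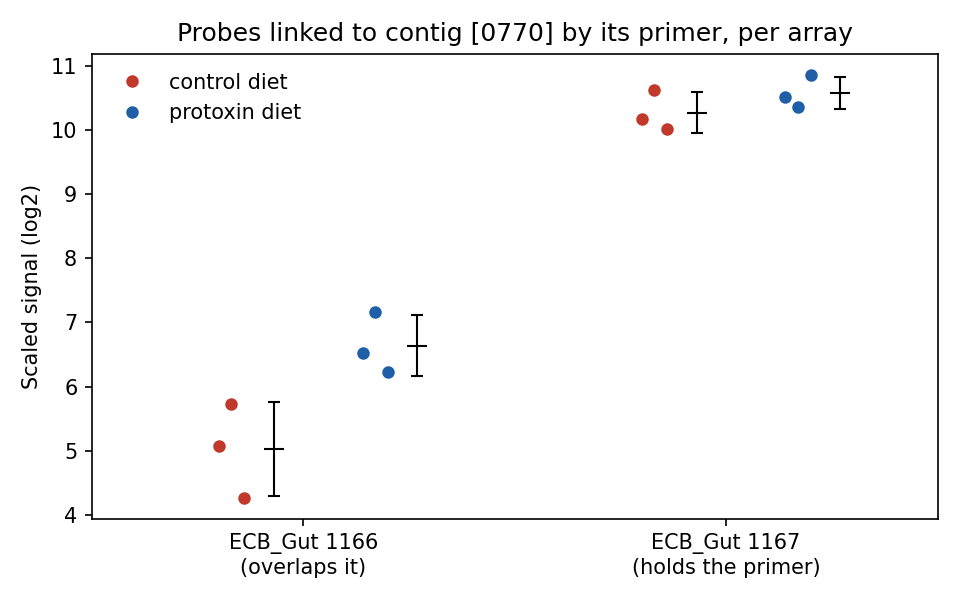
Scaled signal on the log2 scale of the probes linked to contig [0770], ECB_Gut 1166 and ECB_Gut 1167, with 1 point for each pool, 3 from the control diet and 3 from the protoxin diet, and the mean ± SD beside them in black. The mean of ECB_Gut 1166 rises from 5.02 to 6.63, and that of ECB_Gut 1167 from 10.27 to 10.57, where the points of the diets overlap.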

In our study, we observed the up-regulation of three transcripts (contig [3704], contig [5740], contig [0770]) putatively encoding chymotrypsins. Although our results do not provide direct evidence for the involvement of these trypsin and chymotrypsin genes in the activation or degradation of Cry1Ab protoxin, the significant changes in expression of these genes in the larval gut in response to Cry1Ab protoxin ingestion suggests their involvement in Bt protoxin activation or degradation. Further studies are needed to confirm these results at the protein level by identifying them by MS/MS and quantifying their relative activities by blotting using chymotrypsin and trypsin-specific reagents, and clarify their roles probably by using RNA interference (RNAi).

**Figure 2:**
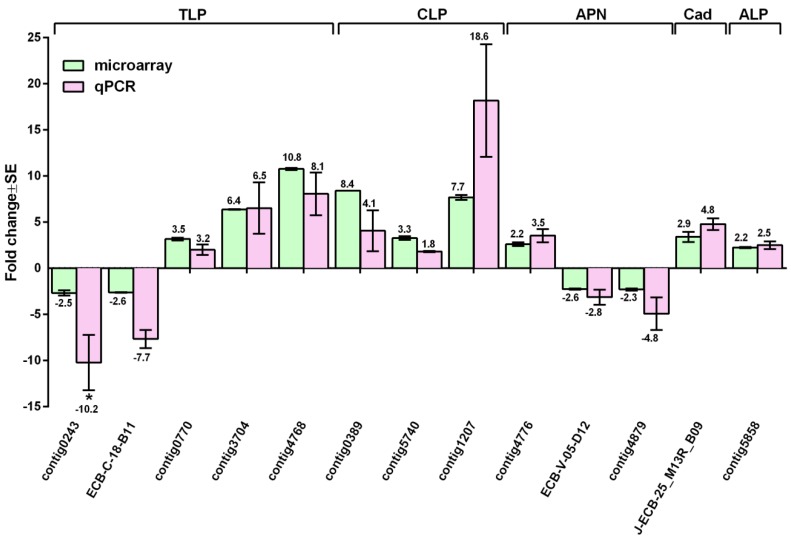
Validation of microarray data using RT-qPCR. Microarray (spotted bar) and RT-qPCR (outlined diamond bar) analyses of 13 differentially regulated transcripts, sequentially, including those encoding putative trypsin and trypsin-like serine protease transcripts (TLP) (EST ID: contig [4786], contig [3704], contig [0770], contig [0243], ECB-C18-B11), chymotrypsin and chymotrypsin-like serine protease transcripts (CLP) (EST ID: contig [0389], contig [1207], contig [5740]), aminopeptidase (APN) (EST ID: contig [4776], contig [4879], ECB-V05_D12), cadherin (Cad) (EST ID: J-ECB-25B09), and alkaline phosphatase (ALP) (EST ID: contig [5858]). The fold change of each transcript in the microarray (*p*-value < 0.05, and fold change cut off ≥2 folds) and RT-qPCR analyses (*p*-value ≤ 0.05) are marked on the top of each column. The symbol “*” indicates that RT-qPCR of contig [0243] did not show significant difference between the Cry1Ab protoxin and no protoxin treatments (*p* > 0.05).

### 2.3. Transcriptional Responses of Genes Potentially Involved in Toxin Binding

In the pore-formation model of Bt mode of action, the active monomeric toxin binds to cadherin, resulting in further toxin processing to form toxin oligomers, possibly involving *N*-acetylgalactosamine residues on *N*-aminopeptidases (APNs) and alkaline phosphatases (ALPs) [13]. In relation to this model, we found a 2.9-fold up-regulation of a cadherin-like transcript (J-ECB-25-B09) in Cry1Ab protoxin-fed *O. nubilalis* larvae. This cadherin-like protein showed 60% amino acid sequence identity with the cadherin of *Manduca sexta*, which has been known to be associated with Cry1Ab binding and cytotoxicity [28]. In fact, a cadherin-like protein has been shown to act as a receptor and is involved in Cry1Ab toxicity in *O. nubilalis* [29]. However, it is unclear why this cadherin-like transcript was up-regulated in response to CryAb1 ingestion in *O. nubilalis* larvae. 

In this study, we also found differential expressions of three APN and one ALP transcripts in the larvae fed Cry1Ab protoxin (Table 1). The ALP transcript (contig [5858]) and one of the three APN transcripts (contig [4776]) were up-regulated by ~2 fold, while the other two APN transcripts (contig [4879] and ECB-V-05-D12) were down-regulated by ~2 fold. These changes in the microarray data (J-ECB-25_B09, contig [5858], contig [4776], contig [4879] and ECB-V-05-D12) were further confirmed by RT-qPCR (Figure 2). 

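The ALP transcript, contig [5858], was linked by its RT-qPCR primer to 5 probes, ECB_Gut 3794 to ECB_Gut 3798. Its scaled signal was 7.48 ± 0.28 log2 (SD, n = 3 pools) on the control diet and 8.14 ± 0.09 log2 (SD, n = 3) on the protoxin diet, a 1.58-fold change. The log2 fold change of 0.66 (SE 0.19, adjusted p = 0.108 from limma) passed neither threshold, although all 3 protoxin pools were higher than all 3 control pools (two-sided exact permutation test, p = 0.1). The 5 probes gave log2 fold changes from 0.53 to 0.73. In the 25 alternatives the log2 fold change lay between 0.33 and 0.89, and the transcript was called in none. The APN transcript contig [4879] was linked to 2 probes, ECB_Gut 3256 and ECB_Gut 3257, which were not well above background on any of the 6 arrays, and no fold change is given for it. Of the 4 transcripts linked by a primer, 3 were measured. Adjusted over the list alone, all 3 had an adjusted p from limma below 0.05 (0.00171 for ECB-C-18_B11 and 0.0118 for contig [0770] and contig [5858]), but only ECB-C-18_B11 also changed at least 2-fold, so the same 1 was called as over all groups. The paper describes the listed transcripts as candidates taken from other studies, and reports all of them as changed in these same samples. The count over the list alone is therefore not independent evidence. The other APN transcripts had no primer match and were not analysed here.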

Microarray and RT-qPCR had the same transcript change pattern, except that the change was greater in the RT-qPCR analysis than in the microarray analysis (Figure 2).

APNs have also been proposed as receptors for Bt Cry toxin in several lepidopteran species, such as *M. sexta* [30], Asian corn borer (*O. furnacalis*) [31], sugarcane borer (*Diatraea saccharalis*) [32], and cotton leafworm (*Spodoptera litura*) [33]. The injection of dsRNA for an APN gene in *S. litura* resulted in reduced transcript levels and decreased susceptibility to Cry1C toxin) [33]. Moreover, the APN-N1 gene was not expressed in a lab-selected Cry1C resistant colony of *S. exigua*) [34]. In our recent study using RNA interference suggested that an aminopeptidase-P like gene could be involved in binding Cry1Ab toxin in larval midgut of *O. nubilalis*) [35]. However, the up-regulated APN transcript in this study (contig [4776]) belongs to the APN2 group. Further research is needed to better understand its role in Cry1Ab toxicity in *O. nubilalis*. 

### 2.4. Transcriptional Responses of Genes Potentially Involved in Larval Defense

The ingestion of Cry toxin by insects can trigger transcription changes of the genes involved not only in Bt toxicity, but also in defense and repair mechanisms. For example, the ingestion of Cry toxins destroys the epithelial membrane of the insect gut, which leads to the leak of the gut contents into the hemolymph and promoting septicemia [36]. Therefore, under Cry toxin exposure, larvae may invoke the mechanisms that reduce the damage and support a functional gut system. 

In this study, we found a five-fold increased expression of a peptidoglycan recognition protein (PGRP) transcript (EST id: contig [2223]) in the gut of larvae fed Cry1Ab toxin (Table 1). We also found that two antimicrobial peptide transcripts, including an antibacterial protein (J-ECB-60_D07) and a hinnavin II antibacterial peptide (gi_133905829), that were up-regulated by ~3 and 7 fold, respectively. The up-regulation of these transcripts may imply the involvement of these genes in larval defense against the septicemia that results from pore formation during Cry toxin activity [36,37]. In addition, three transcripts, encoding proteins similar to caspase-4 and catalase-2 (ctl-2) (contig [0492] and contig [5143]) were also up-regulated. In the *Caenorhabditis elegans*-Cry5B interaction, 106 *hpo* (hypersensitive to pore-forming toxin) genes were important for cellular protection against an attack because knock-downs showed hypersensitive to Cry5B phenotype [18]. For example, catalase (ctl-2) gene functions as an antioxidant enzyme that protects cells from reactive oxygen species, and ctl-2 expression is negatively regulated by DAF-2 mediated insulin signaling. The DAF-2 mediated insulin signaling pathway has been identified as one of the cellular defense mechanisms in *C. elegans* [38]. These transcripts (contig [0492] and contig [5143]) may be involved in immune defense by accelerating infected cell death, and triggering the intracellular daf-2 insulin pathways in response to the ingestion of Cry1Ab protoxin. 

In this study, we also observed a 2.7-fold decreased expression of a chitinase transcript (contig [0188]) and 2.2-fold increased expressions of both chitin synthase 2 (ECB-V-28_H03) and glucosamine-fructose-6-phosphate aminotransferase (GFAT) 2 (ECB-C-05_D05) transcripts. A gut specific chitinase gene has been reported to play an important role in regulating the chitin content of peritrophic matrix in the midgut of *O. nubilalis* larvae [39]. On the other hand, chitin synthase 2 has been known to be specifically responsible for biosynthesis of chitin associated with peritrophic matrix in the midgut [40,41,42,43], whereas GFAT catalyzes the formation of glucosamine 6-phosphate and is an important enzyme in chitin biosynthetic pathway [41]. Thus, the down-regulation of the gut chitinase gene and the up-regulation of chitin synthase 2 and GFAT genes may act as a defense mechanism to maintain the gut system integrity in response to the Cry1Ab ingestion in the larvae.

In summary, our microarray analysis of the transcript expression in the gut of *O. nubilalis* larvae in response to the ingestion of Cry1Ab protoxin has shown many interesting phenomena that likely reflect physiological changes. However, this study is a preliminary survey of Cry1Ab protoxin induced transcriptional responses in *O. nubilalis*, and many hypotheses generated in this study require further validations and analyses by using additional approaches in order to better understand the molecular basis of the Bt protoxin and gut interactions in this important insect pest. 

## 3. Materials and Methods

### 3.1. European Corn Borer

The Bt-susceptible strain (Lee) of *O. nubilalis* was obtained from French Agricultural Research, Inc. (Lamberton, MN, USA). Larvae were reared at 26 °C using artificial diet (Bio-Serv, Frenchtown, NJ, USA), and adults were reared in a metal cage under long-day conditions (L:D = 16:8) and 70% humidity, and routinely fed 2% sucrose water to provide supplementary reproductive nutrition. The eggs were collected on wax paper every day and kept in insect rearing cups with high humidity (≥80%) until hatching. Newly hatched larvae were immediately transferred to artificial diet and reared to the third instar for testing. The larval developmental stage was monitored by moving larvae to a new rearing dish after each molt.

### 3.2. Determination of Median Lethal Concentration of Cry1Ab Protoxin in 7-Day Bioassay

Cry1Ab protoxin was prepared from *Escherichia coli* (strain ECE54) which harbor cry1Ab gene based on the previously described method [44], and stored at −80 °C as a suspension until use. The bacterial strain was provided by the *Bacillus* Genetic Stock Center, Ohio State University (Columbus, OH, USA). The median lethal concentration (LC_50_) of Cry1Ab protoxin was determined in a 7-d bioassay at room temperature. In this assay, third-instar larvae were starved for 24 h, and larvae were fed artificial diet containing no Cry1Ab protoxin (0 µg/mL) as a control and each of five concentrations of Cry1Ab protoxin (0.04, 0.20, 1.0, 5.0, and 25 µg/mL) as a treatment. Each control or treatment was repeated three times and 16 starved larvae were used in each control or treatment. Fresh artificial diet containing Cry1Ab protoxin was replaced every other day, and surviving individuals were recorded every day. The bioassay data were analyzed by probit analysis using PROC GLM procedure. After 7 d, the LC_50_ for the *O. nubilalis* larvae was determined to be 0.25 µg/mL (95% CI = 0.14–0.33 µg/mL). Mortality was not observed in the control larvae fed artificial diet only.

### 3.3. Cry1Ab Protoxin Bioassay

For this experiment 30 third-instar larvae were first starved for 24 h to ensure that they would feed immediately when placed on experimental diets. The larvae were divided into two groups (control and treated) and each group consisted of three replicates (5 individuals in each replicate). The larvae in the treated group were fed artificial diet containing the concentration of 0.25 μg of Cry1Ab protoxin per ml of diet. Cry1Ab protoxin was first dissolved in 50 mM sodium carbonate buffer, pH 10.0 [14]. The larvae in the control group were fed protoxin-free diet as described by van Munster *et al.* [21]. This concentration of Cry1Ab protoxin was the LC_50_ observed in a preliminary 7-day bioassay for third instar larvae as described above. Aliquots of 100-µL liquid diet with or without Cry1Ab protoxin were loaded into a 96-well microplate. The diet was allowed to solidify for 30 min at room temperature. The starved larvae were individually transferred into the wells and allowed to feed on the respective diets for 6 h. The larva was collected from each well and dissected to obtain the whole gut. A total of five whole guts were pooled as a sample for total RNA extraction. The 6-h feeding time was based on the observation that larvae had stopped feeding, but there were as yet no visible effect and larval mortality. Therefore, the concentration of 0.25 μg of Cry1Ab protoxin per ml of diet was close to the no observed effect concentration (NOEC) for the 6-h feeding period. Total RNA was prepared independently for each replicate (a group of five larvae) using TRIzol reagent (Invitrogen Inc., Frederick, MD, USA). The quantity and quality of the total RNA were determined by NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and Agilent 2100 bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). 

### 3.4. Microarray Analysis

We previously sequenced 15,000 expressed sequence tags (ESTs) from the larval gut of *O. nubilalis* [17]. A total of 12,519 high quality ESTs with an average length of 656 bp were deposited in the EST database (dbEST) with GenBank accession numbers from GH987145 to GH999663 at the NCBI. A high-resolution 8 × 15 K multi-pack expression microarray for single-color detection was designed using Agilent’s probe design algorithms (Agilent). In average, five oligonucleotide probes from each of 2895 unique ESTs from the *O. nubilalis* larval gut were computationally designed, and potential cross-hybridization probes were discarded; however, some transcripts only have less than five probes after a cross-hybridization examination. In total, 12,972 usable probes were obtained from *O. nubilalis* ESTs, which represent 2895 unique gut transcripts [17]. 

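The 12972 probes on the array were 60 bases long and held 12742 distinct sequences. Probes that shared at least 20 identical bases in a row formed 5169 overlap groups, of which 2561 had 1 probe and 1197 had 5 probes. The largest group had 60 probes. With 15 bases the probes formed 4767 groups, with 25 bases 5912, and with 30 bases 6145. A group can therefore be a part of a transcript whose probes lie apart. Linkage by shared bases can also join probes of related transcripts, and 19 groups had more than 10 probes. In the group of ECB_Gut 1, for example, the control mean was 14.47 log2 for ECB_Gut 1 and 7.40 log2 for ECB_Gut 55. Groups are not equal to transcripts.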

Agilent also provided the background control and the standard control probes. Agilent’s sure-print inkjet technology was employed to directly synthetize all oligo probes (60 mers) on specially prepared glass slides. Each glass slide contained eight identical microarray chips. The datasets of the gene expression profiles have been deposited in the NCBI Gene Expression Omnibus (GEO) repository with the accession number of GSE55685 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55685).

Cyanine-3 labeled cRNAs were synthesized from Agilent single-color microarray-based gene expression kit. Dye-incorporation ratio was determined using NanoDrop 2000 spectrophotometry. The cRNA samples with the ratio cyanine-3 labeled cRNA ≥10 pmol/µg were used for hybridization. Cyanine-3 labeled cRNAs (600 ng) of each sample was hybridized to the microarray chip (six samples, including 3 from the control diet and 3 from the protoxin diet, and were hybridized on six individual microarray chips) and incubated at 65 °C for 17 h. Slides were scanned using an Axon GenePix 4000B (Molecular Devices Inc., Sunnyvale, CA, USA) microarray scanner at a 532 nm wavelength. The signal intensity of each hybridized spot was qualified and quantified with Agilent Feature Extraction Ver. 9.5 software (Agilent). At beginning, six raw data files with 12,972 customer designed probes and control probes extracted by Agilent Feature Extraction software were imported to GeneSpring GX11 and were applied “75% percentile shift” normalization algorithm. Six samples were grouped into two groups (three controls and three treatments). The quality control was assessed by examining principal components analysis (PCA) plots and correlation analysis of sample replicates. 

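Correlations between arrays were calculated across 12835 probes without an outlier spot on any array, which describes the arrays and treats no probe as a replicate. Between control arrays, Pearson's r of the log2 values was 0.981 to 0.982 and Spearman's rho 0.979 to 0.981. Between protoxin arrays, r was 0.986 to 0.989 and rho 0.985 to 0.988. Between arrays of different diets, r was 0.969 to 0.981, so the ranges overlapped. Control replicate 1 and protoxin replicate 1 had 0.9811, above the 0.9805 of control replicates 2 and 3. On the linear scale, the lowest r within a diet was 0.970, while r between diets was 0.960 to 0.981. Over the 9268 of these probes well above background on all arrays, the lowest r within a diet was 0.971 on the log2 scale.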

The correlation coefficients within Cry1Ab treatment or control group were larger than 97% indicating the high quality control (Figure 3). Analysis of variance (one-way ANOVA, p < 0.05) was performed to test the variation between two groups. The Benjamini-Hochberg multiple testing correction (q < 0.05) was also employed after ANOVA to identify the transcripts that were differentially expressed when the cutoff of the fold change was set at ≥2.0. The expression differences with p < 0.05 and with expression ratios ≥2.0 were considered significantly different [22,45]. 

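The methods' test, a one-way comparison of both diets for each probe, was repeated on the scaled log2 values. With an unadjusted p below 0.05 and a fold change of at least 2, it called 743 probes, of which 449 were higher on the protoxin diet and 294 lower. After the Benjamini-Hochberg correction it called 0 probes, while limma called 329. On the authors' deposited normalized values, a choice made after the values were seen, the methods' test called 750 probes without the correction and 0 with it. All 329 probes called by limma were among the 743. On simulated arrays without any change, with independent noise for each probe, the uncorrected test called 83 probes and limma 0.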

A total of 758 probes were identified to be differentially expressed at the significant level as specified. These probes represented 174 unique transcripts found in the larval gut. Finally, gene ontologies of 174 transcripts were analyzed by using Blast2go (http://www.blast2go.org, BioBam Bioinformatics S.L. Valencia, Spain) at level 2. 

**Figure 3:**
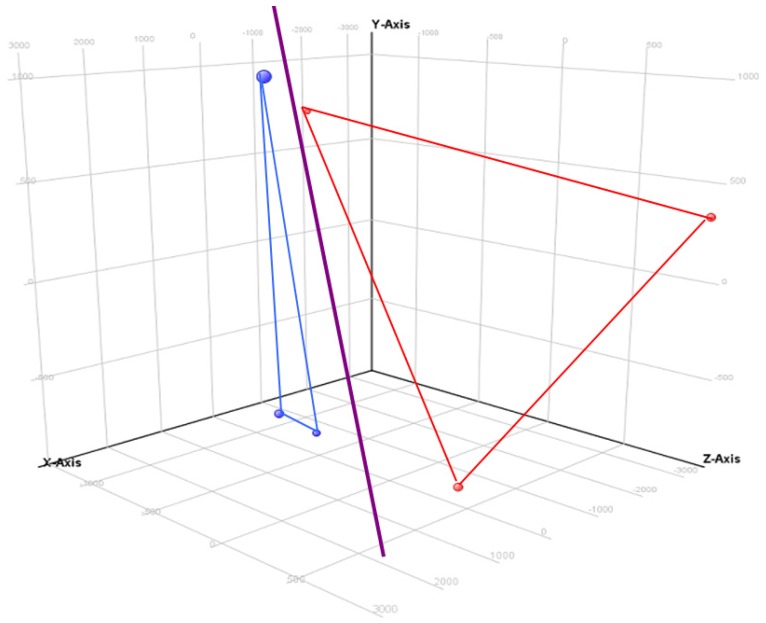
Microarray data quality control test using principal components analysis (PCA) plot. The blue spots indicated three samples from the larvae fed the diet with Cry1Ab protoxin, whereas the red spots represented three samples from the larvae fed the diet with on protoxin.

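In principal components of the log2 values of 12835 probes, the first component held 43.8% of the variance and separated the diets. The control replicates 1, 2 and 3 lay at -24.4, -46.6 and -43.7 on it, and the protoxin replicates 1, 2 and 3 at 30.8, 50.6 and 33.2. The second component held 18.4% and separated control replicate 2, at 40.8, from control replicate 3, at -46.2. The third component held 16.2% and set control replicate 1, at 49.6, apart from the other arrays, which lay between -24.0 and 4.22. Along the second component the protoxin replicates lay closer together than the controls, between -3.66 and 7.89.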

### 3.5. Validation of Expression Changes by RT-qPCR

Before the expression changes were validated by RT-qPCR, the efficiency of each primer pair was evaluated first and only one unique product (one peak in the efficiency graph for each primer pair) was obtained. The efficiencies of the primer pairs used in our RT-qPCR analysis ranged from 95% to 110% by using whole gut cDNA from *O. nubilalis* as a template. The total RNA used for microarray analysis was also used for RT-qPCR analysis. One microgram of total RNA was reverse-transcribed in a 20-µL reaction mixture using Fermentas ReverAid^TM^ First Strand cDNA synthesis kit (Fermentas Inc., Glen Burnie, MD, USA). RT-qPCR was performed in a Bio-Rad iCycler (Bio-Rad Laboratories, Hercules, CA, USA) by using Fermentas SYBR green qPCR kit (Fermentas). Quantitative PCR was performed with 2-step amplification protocol with 40 cycles of 95 °C for 30 s, 56 °C for 30 s using a Bio-Rad IQ thermocycler (Bio-Rad Laboratories Inc. Hercules, CA, USA). The specific primers for 13 candidate genes as inferred from other studies [14,24,25] and the endogenous reference gene (*ribosome protein L18*, *OnRpl18*) were designed using Beacon 7 Designer^TM^ (Table 2). The abundance of each transcript was normalized to *OnRpl18*, using the ∆Ct equation (Ct (target)—Ct (reference)). The relative abundance of each transcript in the treatment (Cry1Ab protoxin) compared with the controls was calculated using the ∆∆Ct relative expression (2^−(∆Ct treatment−∆Ct control)^) method [46], and the significantly different expression of each transcript was evaluated by student *t*-test (*p* ≤ 0.05). 

**Table 2:** Sequences of primers used for reverse transcription quantitative PCR (RT-qPCR) analysis.

Gene name	Primer sequences	Product size (bp)	EST ID
Trypsin-like serine protease	GGACAGTTCTCTGAGCAGTTAC	109	contig [4786]
	ACAGCATGTTGTCAGTGATGG		
Trypsin-like serine protease	ATTCTCAACAACAGGGCTATTTTG	148	contig [3704]
	TGTAGTCAGGGTGGTTAATGATTC		
Trypsin-like serine protease	GCATCATACCCGTCACATCTAC	148	contig [0770]
	GTGAAGTTGCCGTACTGAGTC		
Trypsin precursor	GCCAGCATTACACCTTCCG	128	contig [0243]
	TCGCAGTTCTCGTAGTAAGAC		
Silk gland derived trypsin serine protease	CACAAAGTCCTGGAGGAAGATTC	125	ECB-C-18-B11
	GTTCACGCCTGTCTGTTGC		
Chymotrypsin-like serine protease	GGTGCTTGTTAGTATGTT	116	contig [0389]
	AAACTTCTTTAATTGCTCAG		
Chymotrypsin-like serine protease	ATAGAGCACCCGAATTACAACG	123	contig [1207]
	GTAGGTTTGCGAGCCAGTG		
Chymotrypsin-2	CCCCTTCGTCCACGCTAG	123	contig [5740]
	GTCACACCAACCAAGAGTCTC		
Aminopeptidase N	TTCCAAACACATTTTCTTG	118	contig [4776]
	AAGCGTATTGTCCTCTAT		
Aminopeptidase N	CAGTAGCGATAACATCAC	183	contig [4879]
	CCAGTCAAGTCTTCTCTA		
Aminopeptidase N	GTCAACGAAATTGTCATC	109	ECB-V-05-D12
	AGTCATATTCTGGCTGTA		
Cadherin-like protein	CTATGTGTTCTCAATCCAA	75	J-ECB-25-B09
	TCGTCGATGTTGACTATC		
Alkaline phosphatase	CGGATTATCTGCTGGGTTTATTTG	79	contig [5858]
	AGTGTGGGCTCGGTAACG		

## Supplementary Files

Supplementary File 1 Supplementary Information (PDF, 96 KB)

# Supplementary material for: Changes in Gene Expression in the Larval Gut of Ostrinia nubilalis in Response to Bacillus thuringiensis Cry1Ab Protoxin Ingestion
**Source:** Toxins (Basel). 2014 Apr 3;6(4):1274–94. doi: 10.3390/toxins6041274
**Supplement:** Supplementary File 1 — Supplementary Information (PDF, 96 KB)

## Supplementary Information

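The table lists transcripts of the array for which the BLAST and conserved domain searches returned no described homolog, each with its EST ID, its identifier in the EST database and its fold change between the diets. A fold change above 1 is the protoxin diet over the control diet, and a minus sign marks the control diet over the protoxin diet. Each was measured on the same arrays and in the same pools as the transcripts with homologs, and no error is given beside the fold changes. The files used here number the probes and do not pair them with EST IDs, so these transcripts were not analysed here one by one.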

**Supplementary Table S1.** Summary of 56 significantly differentially expressed (fold change  $\geq 2.0$  and  $p < 0.05$ ) transcripts without BLAST results from *O. nubilalis* larvae in response to the ingestion of Cry1Ab protoxin.

| EST ID            | NCBI EST database ID | FC (fold change) |
|-------------------|----------------------|------------------|
| Contig[1263]      | GH996374.1           | 4.74             |
| Contig[1469]      | GH993948.1           | 2.37             |
| Contig[1573]      | GH997739.1           | 2.07             |
| Contig[2558]      | EL929309.1           | 3.76             |
| Contig[3166]      | GH990512.1           | -2.50            |
| Contig[3324]      | GH990723.1           | 2.04             |
| Contig[3688]      | GH998654.1           | 2.52             |
| Contig[4380]      | GH988114.1           | 2.21             |
| Contig[5262]      | EL929327.1           | 5.52             |
| Contig[5443]      | GH995614.1           | 2.10             |
| Contig[5770]      | GH989043.1           | 2.28             |
| Contig[5860]      | GH996959.1           | 2.03             |
| Contig[5929]      | GH990692.1           | 2.60             |
| Contig[6000]      | GH998860.1           | 2.14             |
| Contig[6008]      | GH988209.1           | 3.19             |
| ECB-05_M13R_D01   | GH997516.1           | 2.55             |
| ECB-06_M13R_H09   | GH997649.1           | 2.17             |
| ECB-10_M13R_E05   | GH997908.1           | -3.00            |
| ECB-12_M13R_A06   | GH998037.1           | -3.51            |
| ECB-14_M13R_E05   | GH998249.1           | -3.62            |
| ECB-14_M13R_H12   | GH998287.1           | 2.13             |
| ECB-15_M13R_H03   | GH998369.1           | 3.06             |
| ECB-18_M13R_B07   | GH998575.1           | 3.99             |
| ECB-20_M13R_C07   | GH998765.1           | 2.75             |
| ECB-25_M13R_E04   | GH999198.1           | -2.46            |
| ECB3_M13F_G02     | GH996861.1           | -3.05            |
| ECB4_M13F_C06     | GH996901.1           | -2.14            |
| ECB-C-07_M13R_B08 | GH993088.1           | 2.60             |
| ECB-C-11_M13R_A06 | GH993413.1           | -2.86            |
| ECB-C-11_M13R_C06 | GH993433.1           | 2.46             |
| ECB-C-18_M13R_H11 | GH994018.1           | 2.52             |
| ECB-V-10_M13R_B03 | GH994962.1           | -2.30            |
| ECB-V-14_M13R_F02 | GH995309.1           | 2.78             |
| ECB-V-16_M13R_B02 | GH995433.1           | 2.36             |
| ECB-V-21_M13R_E05 | GH995863.1           | -3.26            |
| ECB-V-22_M13R_F04 | GH995951.1           | 2.04             |
| gi_133906575      | EL929413.1           | 9.88             |
| gi_133906598      | EL929436.1           | 13.3             |
| gi_133906621      | EL929458.1           | 3.67             |
| gi_133907083      | EL929911.1           | 3.10             |

**Supplementary Table S1. Cont.**

| <b>EST ID</b>     | <b>NCBI EST database ID</b> | <b>FC (fold change)</b> |
|-------------------|-----------------------------|-------------------------|
| J-ECB-02_M13R_D07 | GH989166.1                  | 2.20                    |
| J-ECB-07_M13R_D07 | GH991658.1                  | 2.23                    |
| J-ECB-12_M13R_B11 | GH989392.1                  | 2.19                    |
| J-ECB-21_M13R_D12 | GH988931.1                  | 24.1                    |
| J-ECB-25_M13R_H03 | GH991098.1                  | 4.21                    |
| J-ECB-29_M13R_A11 | GH992338.1                  | 2.35                    |
| J-ECB-40_M13R_B04 | GH987796.1                  | 2.34                    |
| J-ECB-45_M13R_B11 | GH989931.1                  | 2.21                    |
| J-ECB-45_M13R_C07 | GH989976.1                  | 2.26                    |
| J-ECB-49_M13R_D08 | GH991956.1                  | 2.02                    |
| J-ECB-51_M13R_E01 | GH987763.1                  | 3.37                    |
| J-ECB-51_M13R_H01 | GH987821.1                  | 2.98                    |
| J-ECB-53_M13R_C06 | GH988091.1                  | −2.22                   |
| J-ECB-56_M13R_F08 | GH989599.1                  | 3.41                    |
| J-ECB-57_M13R_E02 | GH990005.1                  | −3.27                   |
| J-ECB-61_M13R_C07 | GH987258.1                  | 2.39                    |

© 2014 by the authors; licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution license (<http://creativecommons.org/licenses/by/3.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

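Whole-gut RNA was measured in 6 pools of 5 larvae, 3 from the control diet and 3 from the diet with 0.25 µg/mL of Cry1Ab protoxin, each on 1 single-color Agilent array with 12972 gut probes of 60 bases. The sample labels gave the diet, the feeding time and the replicate number, and the dose and pool size came from the methods.

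The authors deposited 2 kinds of values. The scanner output that the authors deposited for each array holds spot intensities on a linear scale, after the Feature Extraction software had subtracted the background and applied spatial and multiplicative detrending, with the mean and local background signals beside it and flags for saturated spots, outlier spots and spots well above background. The table of processed values that the authors deposited, an export of the GeneSpring software, holds the same signal with a floor of 1 and its log2 values after a 75th percentile shift, by sample and as the mean of each diet. This was checked on the values. The raw columns equalled the scanner signal with a floor of 1 within a relative difference of 8.7e-07. The normalized columns equalled the log2 of the raw columns minus a constant per array, which was within 0.0011 of the log2 of the 75th percentile over all 13032 entries, of which 60 were not gut probes. Within the tables, 12 columns of detection calls were not used.

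From the scanner output, the processed signal of each array was scaled to a common 75th percentile over the gut probes, set to 1 where it was below 1, and converted to log2. Control spots and outlier spots were left out, with 29 to 54 outlier spots per array. Saturated spots would have been kept, but there were none. After the scaling, 1522, 566 and 1394 probes were under the floor in control replicates 1, 2 and 3, and 780, 274 and 2 in protoxin replicates 1, 2 and 3. The diets were compared with limma 3.58.1 in R 4.3.3, with its default variance prior and two-sided tests. A probe or group was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2 either way. The precision is limited by the number of arrays, 3 per diet. Plots and probe overlaps were made with Python 3.11.15, and the plots used pandas 2.3.3 and matplotlib 3.10.9.

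The planned unit for counts of transcripts was the transcript of the paper's tables. The files name probes by a number only and do not pair them with EST IDs, so this unit was replaced, after the files were seen, by the overlap group, a set of probes linked by a stretch of at least 20 identical bases. The value of a group was the mean of its probes. A group whose probes were well above background on no array of either diet has no measured fold change, and none is printed for such a group. No background filter was part of the fit, so 1 such group is among the 222 called groups. For transcripts named in the paper, each RT-qPCR primer was searched in the probe sequences and their reverse complements, and only exact matches over the whole primer were used. Of 26 primers for 13 transcripts, those of 4 transcripts matched, never both primers of a pair, and 9 transcripts had no match. A related transcript with the same primer site would give the same match. The reference table used here gives gene names and coordinates for another assembly, GCF_963855985.1, without sequences, and was not used, so no genome position is given for a probe.

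The transcripts named in the text were set by a rule written before the data were examined. It named every transcript that the paper names by EST ID, the transcripts of Table 1 and Supplementary Table S1 with a fold change of at least 10 in the paper, the transcripts of a silk gland list and of a list of cuticle and sensory transcripts, and, among called transcripts in neither table without overlap between the diets, the 2 with the largest rise and the 2 with the largest fall. The values of the paper's tables had been seen when the rule was written. Only the transcripts with a primer match could be reported. The last part of the rule was applied to overlap groups, and the exclusion of transcripts in the tables could not be applied. A further restriction to groups well above background on all 6 arrays was added after the values were seen, because values near the floor have no order. The tallies planned over the paper's tables, including the share of metabolism transcripts, the tally of called transcripts and the comparison of fold changes, were not analysed here, for the same reason.

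The tests between the diets, limma and the methods' test, were tested on simulated arrays with 200 changed features, drawn around the measured means and spread. The limma fit recovered 165 of 200 changed probes and called 6 unchanged probes, and recovered 181 of 200 changed overlap groups and called 7 unchanged groups. Without any change, it called 0 probes and 0 groups, while the methods' test at an unadjusted p below 0.05 called 83 probes and 26 groups.

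The alternatives in the processing were the normexp background correction with an offset of 50, quantile normalization, a median shift and no shift. Others were a filter on probes well above background, a filter on saturated probes and a floor of 16. The other tests were the methods' test with and without adjustment, limma without adjustment and limma's treat test against a fold change of 1.2. A robust variance prior with a trend, the authors' deposited normalized values and other ways to combine the probes of a group were also used. Further fits left out each array, or had blocks for the replicate number and for the first number of a pair that opens each sample label. The meaning of that pair of numbers is not given in the sources used here. The scanner output repeats the pair for each array and names no slide, and the scan settings were the same for all 6 arrays, so no slide block was fitted.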

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

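The overlap groups and their lengths, the blocks for the second label number, the fits within 1 first label number, the methods' test on the authors' deposited values and the other splits of the arrays for the probes were tests chosen only after the data were seen; all other alternatives were set before the data were examined. Main counts were 329 probes and 222 overlap groups. Where a count moved, the cause was not tested. By construction, the leave-one-out fits have fewer arrays, the fits with a block have fewer degrees of freedom, and the thresholds are looser or stricter.

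For the probes, the filter on probes well above background gave 497 calls, the floor of 16 gave 70, limma's treat test 143, limma without adjustment 1005 and the methods' test without adjustment 743. The methods' test on the authors' deposited values gave 750 without and 0 with adjustment. The methods' test with adjustment also gave 0, against 743 at an unadjusted p below 0.05 and 329 by limma. Without a shift between arrays, limma gave 0, against 963 at an unadjusted p below 0.05. For the overlap groups, normexp gave 144 calls, the floor of 16 gave 107, limma without adjustment 431, the methods' test 337 without and 12 with adjustment. Leaving out 1 array gave 0 to 126 probes and 23 to 171 groups. The lowest values were without protoxin replicate 3 for the probes, where limma had 1001 probes at an unadjusted p below 0.05, and without protoxin replicate 2 for the groups. Without control replicates 1, 2 and 3 the counts were 126, 43 and 87 probes and 107, 145 and 171 groups, and without protoxin replicates 1, 2 and 3 they were 5, 4 and 0 probes and 37, 23 and 101 groups.

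Apart from the blocks and the fits within 1 label number, the remaining alternatives stayed within 1.5 times the main counts. For the probes they included normexp (331), quantile normalization (288) and the median shift (328). They also included the robust variance prior with a trend (371) and the authors' deposited values (363). For the overlap groups they ranged from 150 with limma's treat test to 275 with the filter on probes well above background. Normexp shared only 167 probes with the main count, and 225 of its 331 calls, or 68.0%, were higher on the protoxin diet, against 55.3%. The median log2 fold change over the probes was 0.08 in the main setting, 0.22 with normexp and -0.22 without a shift. Without a shift, 24 of 171 called overlap groups, or 14.0%, were higher, against 48.2%. The shares of higher calls are relative to these shifts. With overlap groups of 15, 25 and 30 bases, 208, 245 and 251 groups were called. The filter on saturated probes removed no probe.

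With the first label number as a block, limma called 63 probes and 128 groups. Within the arrays of first label number 1 it called 0 probes and 0 groups, against 856 probes and 372 groups at an unadjusted p below 0.05, and within number 2 it called 61 probes and 4 groups. Each of these fits has 3 arrays, 1 of them alone in its diet and assumed to vary like the others. With the second number as a block, limma called 0 probes, against 1064 at an unadjusted p below 0.05, and 96 groups. The replicate block gave 0 probes and 0 groups with limma, against 989 probes and 415 groups at an unadjusted p below 0.05. The replicate numbers do not pair the samples. The correlations of the deviations of same-numbered arrays from their diet means were -0.045, -0.023 and -0.069 for replicates 1, 2 and 3.

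Of the 10 splits of the 6 arrays into 3 and 3, the diets gave the most calls, in 1 of 10 splits for the probes and 1 of 10 for the groups. The other splits called at most 3 probes and 2 groups. With 10 splits, this count by itself cannot exclude chance.

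The lowest correlation within a diet was 0.981 in the main setting, 0.970 on the linear scale and 0.971 over probes well above background. The direction agreement between probes of a called group was 98.9 to 100% over all lengths of overlap. No named transcript or overlap group changed direction in any alternative. ECB-C-18_B11 lost its call in 11 of 25 alternatives, and contig [0770] and contig [5858] were called in none. Signal over background limits the dim probes. Control arrays had 2351 probes and protoxin arrays 2498 that were above background on no array of the diet. The alternatives planned for the share of metabolism transcripts were not run, because the probes are not paired with EST IDs, and the slide block was not run, because the scan settings told no slides apart.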

Differences from the paper's values

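The methods' test on the authors' deposited values and the overlap groups, over which the fold changes of transcripts are given, were chosen after seeing the values. The paper reports 758 differentially expressed probes, and limma called 329. Of the 21 alternatives set before the data were examined, 19 differ from the paper's count by the same measure, more than 1.5 times. The 2 that do not are the methods' test without adjustment, with 743 probes, and limma without adjustment, with 1005. The methods' test on the authors' deposited values without adjustment, chosen after seeing the values, gave 750 probes. The paper's text does not list its 758 probes, so it was not counted how many of them this drops. With the Benjamini-Hochberg adjustment, which the paper names in its methods, the methods' test called 0 probes on both kinds of values, against 743 and 750 at an unadjusted p below 0.05 and 329 by limma.

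For contig [0770] the paper's fold change is 3.16 ± 0.14 (SE over probes), and the value here was 1.94 over 2 probes and 3 pools per diet. The probes differed, with 3.05 for ECB_Gut 1166 and 1.24 for ECB_Gut 1167, which holds the primer site, so that 1 of them alone lies near the paper's value. All 22 alternatives set before the data were examined differ from the paper's value, and none called the transcript. Several of these, such as the other tests and the other variance prior, cannot change a fold change, here or for the transcripts below. The 22 are therefore not separate tests of the value. The paper's value was calculated over the transcript's probes, and any that lie outside this overlap group are missing from the value here. For contig [5858] the paper's fold change is 2.23 ± 0.06 (SE over probes), and the value here was 1.58. All 22 alternatives set before the data were examined differ for this transcript too, and none called it. For ECB-C-18_B11 the signed fold change was -2.46 beside the paper's -2.63, which lies within the spread between pools in the main setting and in all 22 alternatives. Each value rests on the exact match of 1 primer. The paper also measured these transcripts by RT-qPCR on the same RNA, and reports a significant change for each. RT-qPCR was not part of the data analysed here.

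The paper lists contig [4879] as lower on the protoxin diet, and reports that RT-qPCR on the same RNA gave the same direction. The probe that holds its primer and the probe overlapping it were not well above background on any of the 6 arrays, and neither direction nor fold change was taken from them.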

Other observations

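The tests for faulty spots, for 1 pool apart from the others, for a gut at the mean protoxin level and for 1 divergent control array were chosen only after the result was seen, as were the repeats of the test of control replicate 1 on control replicates 2 and 3.

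By the rule for named groups, the largest rises and falls were taken among the 201 called overlap groups well above background on all 6 arrays. The files do not pair these numbered probes with genes. ECB_Gut 3268, with 5 probes, was 5.26 ± 2.41 log2 (SD, n = 3) on the control diet and 11.08 ± 0.54 (SD, n = 3) on the protoxin diet, a log2 fold change of 5.82 (SE 1.10, adjusted p = 0.0335 from limma). ECB_Gut 4174, also with 5 probes, was 7.04 ± 1.02 and 10.54 ± 0.90, a log2 fold change of 3.50 (SE 0.61, adjusted p = 0.0261 from limma). ECB_Gut 1396, with 3 probes, was 7.20 ± 0.76 and 3.82 ± 0.60, a log2 fold change of -3.39 (SE 0.45, adjusted p = 0.0166 from limma). ECB_Gut 4098, with 1 probe, was 9.88 ± 0.29 and 6.95 ± 0.63, a log2 fold change of -2.93 (SE 0.34, adjusted p = 0.0133 from limma). Each group changed in the given direction in all 3 pools against all 3. ECB_Gut 3268 was no longer called without control replicate 1 (log2 fold change 4.98), control replicate 3 (5.29) or protoxin replicate 1, 2 or 3 (5.84, 5.54 and 6.09). Among the fits without 1 array, its fold change moved most without control replicate 2, to 7.20 with the call kept, since that pool was at 8.02 and the other control pools at 3.57 and 4.19. ECB_Gut 4174 was no longer called without control replicate 1 (3.44), control replicate 3 (3.03) or protoxin replicate 1, 2 or 3 (2.99, 3.86 and 3.65). ECB_Gut 1396 was no longer called without protoxin replicate 2 (-3.12) or 3 (-3.33), and ECB_Gut 4098 was called without any 1 array. Over all 25 alternatives the call was lost in 14 for ECB_Gut 3268, 12 for ECB_Gut 4174, 7 for ECB_Gut 1396 and 4 for ECB_Gut 4098, in each case with the direction kept. The sizes depended on the background correction. With normexp the rise of ECB_Gut 3268 was 4.33, its largest move in any alternative, and that of ECB_Gut 4174 was 3.09. The fall of ECB_Gut 1396 was -1.43 with normexp, against -2.43 for ECB_Gut 4098, so that the order of these falls changed. No explanation was tested for these changes.

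Some overlap groups were bright in 1 pool and dim in another pool of the same diet. Among 1880 groups with at least 3 probes, 13 on the control diet and 1 on the protoxin diet had a range of at least 4 on the log2 scale between pools, measured on 1 probe. Faulty single spots are argued against by the other probes of the groups, at other places of the arrays, which in 92.9% of these groups differed by at least 2 between the same arrays, with a median of 5.46 for the control diet. The pools were not alike in this. Control replicate 1 was the brightest in 10 of the 13 groups, or 76.9%, where an even share would be 1 group in 3, and in 8 of these 10 all protoxin pools were above the other controls. Only 1 of the 13 groups, ECB_Gut 3268, was called between the diets. The 13 groups may be parts of a smaller number of transcripts, so they are not independent.

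A candidate explanation for these groups is a gut from the protoxin diet in the pool of control replicate 1. Without control replicate 1, 19 groups were called at least 8-fold higher on the protoxin diet, and in these control replicate 1 lay above the other controls by a median of 4.92 on the log2 scale, as that explanation needs. The values argue against a gut at the mean protoxin level as 1 of the 5 in the pool. In 2 of the 19 groups, or 10.5%, control replicate 1 lay within 1 of the level expected from 1 part in 5. It was at least 1 higher than the other controls in 13 groups, where its median difference from the protoxin pools was -0.13 and -2.19 would have been expected. In the other 6 groups, 5 of them with a single probe, it was higher by at most 0.31, where a rise of 1.27 to 4.01 would have been expected. The same comparison gave a median of 0.39 over 11 groups for control replicate 2, which was at least 1 higher in 4 of them, by up to 4.14, with a median difference from the protoxin pools of -2.10 in these 4, where -1.96 would have been expected from 1 part in 5. Control replicate 2 lay within 1 of that expected level in 5 of the 11 groups, or 45.5%, while in the 7 that were not raised it was higher by at most 0.59, where a larger rise, of up to 4.36, would have been expected in each. These values go both ways, and a protoxin gut in the pool of control replicate 2 stays open. The comparison gave a median of -0.14 over 8 groups for control replicate 3, which was at least 1 higher in 1 and within 1 of the expected level in 0. For control replicate 1, a protoxin gut with levels far from the mean of its diet stays open, and cannot be told apart from a transcript set that is on in some larvae of either diet, since no value for a single gut was measured. The design names no difference between pools of 1 diet, and no biological explanation was tested.

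The control arrays varied more than the protoxin arrays. The residual SD over all probes was 0.54 on the control diet and 0.43 on the protoxin diet on the log2 scale, a ratio of 1.24. Noise of dim probes as the whole cause is argued against, since the ratio was 1.32 over the 9405 probes well above background on all arrays. Whether a single control array diverges stays open, because the scales give different answers. Over the same probes, the smallest SD of the log2 difference between control arrays, 0.52 for control replicates 1 and 3, was close to the largest between protoxin arrays, 0.50 for protoxin replicates 2 and 3, while the pairs with control replicate 2 gave 0.60 and 0.69. On the linear scale, the correlation of control replicates 1 and 3, 0.984, was above that of every protoxin pair, and both pairs with control replicate 2 were lower, at 0.970 and 0.971. On the log2 scale used for the fit it was the other way, with 0.982 for control replicates 1 and 3, below every protoxin pair (0.986 to 0.989), and 0.981 for both pairs with control replicate 2. Over the 9268 probes that were also well above background on all arrays, control replicates 1 and 3 had 0.983, again below every protoxin pair (0.985 to 0.988), and the pairs with control replicate 2 were lower, at 0.979 and 0.971. A difference between the diets in how far the guts of a pool vary stays open and was not tested. With 3 arrays per diet, whether the spreads differ beyond chance was not tested either.

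Of the silk gland list, 1 of 3 transcripts, ECB-C-18_B11, was linked to probes, with a log2 fold change of -1.30, and a list of 1 says nothing about the gland. Of the cuticle and sensory list, 0 of 3 transcripts were linked.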
